# Hepatic fatty acid biosynthesis in KK‐A^y^ mice is modulated by administration of persimmon peel extract: A DNA microarray study

**DOI:** 10.1002/fsn3.728

**Published:** 2018-07-20

**Authors:** Ryoichi Izuchi, Tomoko Ishijima, Shinji Okada, Keiko Abe, Yuji Nakai

**Keywords:** DNA microarray, fatty acid biosynthesis, ketone body, obese diabetic KK‐A^y^ mouse, persimmon peel

## Abstract

**Scope:**

Previously, we showed that the intake of a persimmon peel (PP) extract altered hepatic gene expression associated with the insulin signaling pathway and enhanced tyrosine phosphorylation of insulin receptors in nonobese type 2 diabetic Goto‐Kakizaki rats. Our objective was to evaluate the effect of fat‐soluble PP extract on obese type 2 diabetic KK‐A^y^ mice with insulin resistance.

**Methods and results:**

KK‐A^y^ mice were fed a diet mixed with 0.1% of the extract for 8 weeks. The total ketone body levels in the plasma of PP extract‐fed mice were significantly lower than those in the normal diet‐fed mice. Hepatic nonesterified palmitic acid content was higher in the PP extract‐fed mice than in normal diet‐fed mice. The hepatic gene expression profiles of the treated mice indicated upregulation of fatty acid synthesis and downregulation of inflammation‐associated genes, predicting SREBP‐1c and PPARγ activation.

**Conclusion:**

These results suggest that the PP extract enhances hepatic fatty acid synthesis via SREBP‐1c and PPARγ, as well as anti‐inflammatory activity in KK‐A^y^ mice.

## 1 INTRODUCTION

The incidence of type 2 diabetes mellitus induced by obesity is increasing; therefore, certain approaches are required to prevent or reduce its deterioration. Adipocyte hypertrophy and visceral fat accumulation resulting from excessive energy intake cause insulin resistance, which can lead to obesity‐induced diabetes (Schuster, 2010). In patients with diabetes mellitus, the promotion of glucose uptake into cells by insulin and consequent activation of fatty acid synthesis are essential for the reduction of blood glucose. Therefore, control of lipid metabolism is essential for the prevention and improvement of type 2 diabetes mellitus.

Persimmon, *Diospyros kaki* L., is a fruit tree cultivated primarily in East Asian countries. The compounds present in persimmon fruit are expected to protect our body against diabetes mellitus by reducing insulin resistance: β‐cryptoxanthin, aproanthocyanidin and vitamins C and E (Endemann, Goetz, Edmond, & Brunengraber, 1982; Fujiwara, Yoshioka, Yoshioka, Ushiyama, & Horikoshi, 1988; Gorinstein et al., 2001; Hosack, Dennis, Sherman, Lane, & Lempicki, 2003). High amounts of carotenoids, polyphenols, and vitamins (Gorinstein et al., 2001) are present in the persimmon peel (PP); however, mostly, the peel is wasted because its benefits have not been thoroughly explored.

For the effective use of PP, we prepared a fat‐soluble PP extract (Izuchi, Takahashi, & Inada, 2009) and administered it to Goto‐Kakizaki (GK) rats, a nonobese type 2 diabetes model (Izuchi et al., 2011). Our previous study showed that GK rats fed a PP extract showed altered hepatic gene expression associated with the insulin signaling pathway. Moreover, hepatic tyrosine phosphorylation of the insulin receptor beta‐subunit was enhanced by the intake of PP extract. These results suggest that PP extract has the potential to reduce insulin resistance in GK rats.

Abnormal insulin secretion, rather than insulin resistance, is a major cause for the development of diabetes in GK rats (Kimura et al., 1982). Improvement of insulin sensitivity in GK rats has little effect on alleviation of hyperglycemic state. However, the major causes of insulin resistance in KK‐A^y^ mice are excessive eating as well as a genetic background of the development in obesity‐induced diabetes (Iwatsuka, Shino, & Suzuoki, 1970). Owing to these reasons, they are suitable experimental animals for determining the effects of PP extract on insulin resistance of obesity‐induced type 2 diabetes mellitus. To investigate the effect of PP extract on obesity‐induced diabetes, we used KK‐A^y^ mice fed a diet containing PP extract in the present study.

## 2 MATERIALS AND METHODS

### 2.1 Preparation of PP extract

The PP extract was prepared as described previously (Izuchi et al., 2009). In brief, dried PP powder was extracted with ethanol; then, a methyl *tert*‐butyl ether‐soluble fraction of the extract was collected and evaporated. Chemical components present in PP extract are shown in Supporting Information Table S1.

### 2.2 Experimental animals and diets

Five‐week‐old male KK‐A^y^/TaJcl mice were purchased from CREA Japan (Tokyo, Japan). They were housed individually in plastic cages and maintained at a temperature of 22 ± 1°C, under a 12‐hr light/dark cycle (lights on from 08:00 to 20:00 daily). They were fed a commercial diet (AIN‐93G; Oriental Yeast, Tokyo, Japan) for a week and then divided into two groups with similar average body weight: a control diet group (CD, *n* = 7) fed a commercial diet and a PP extract diet group (PD, *n* = 6) fed a commercial diet containing 1 g/kg of PP extract. The mice were allowed free access to food and drinking water.

After 8 weeks, each mouse was fasted for 3 hr and then anesthetized intraperitoneally with pentobarbital. Blood samples were collected from the carotid artery, treated with heparin, and centrifuged at 800×*g*. The supernatants were collected and stored at −20°C until use. Livers were excised and placed in RNA*later* ^®^ (Ambion^®^, Austin, TX, USA) for subsequent RNA analysis. The protocol for the animal experiments was approved by the Animal Use Committee of the Faculty of Agriculture at The University of Tokyo (P10‐403).

### 2.3 Measurement of plasma biochemical parameters

Aspartate aminotransferase, alanine aminotransferase, total cholesterol, triacylglycerol, nonesterified fatty acid, LDL‐ and HDL‐cholesterol, glucose, total ketone bodies, and glycoalbumin levels in plasma were analyzed using 7180 clinical analyzer (Hitachi High‐Technologies, Tokyo, Japan). Commercial ELISA kits were used to measure the concentrations of plasma adiponectin (Otsuka Pharmaceutical Co. Ltd, Tokyo, Japan), insulin, leptin (Morinaga Institute of Biological Science Inc., Yokohama, Japan).

### 2.4 Separation and quantitative determination of nonesterified fatty acids

The lipid extracts from livers were mixed with an appropriate amount of undecanoic acid as an internal standard and then separated by silica gel TLC. A part of the nonesterified fatty acids were methyl‐esterified with boron trifluoride–methanol complex (14% in methanol). The reaction solutions were mixed with hexane and saturated saline. The hexane layers were filtered (pore size 0.45 μm, ADVANTEC, Tokyo, Japan) and analyzed by GC‐TOF MS. Deal conditions are shown in Supporting Information.

The concentration of each fatty acid in the lipid extract was determined by comparing the values of peak areas in total ion chromatogram with those in methyl‐esterified fatty acid standards: palmitic, stearic, oleic, and linoleic acids.

### 2.5 DNA microarray experiments and data analysis

The livers of four mice from each group were subjected to DNA microarray analysis based on the levels of plasma total ketone bodies close to the average value. Total RNA was isolated from the liver using TRIzol^®^ (Life Technologies, Carlsbad, CA, USA) reagent and purified using an RNeasy mini kit (QIAGEN, Hilden, Germany). The quality and quantity of the purified total RNA were checked by agarose gel electrophoresis and spectrophotometry, respectively. DNA microarray was performed using Affymetrix GeneChip^®^ system. Details are described in Supporting Information.

Gene‐annotation enrichment analysis of the differentially expressed genes (DEGs, a false discovery rate <0.1) was performed using the Database for Annotation, Visualization and Integrated Discovery (Retrieved from http://david.abcc.ncifcrf.gov/) (da Huang, Sherman, & Lempicki, 2009) and QuickGO (Retrieved from http://www.ebi.ac.uk/QuickGO/) (Binns et al., 2009). *p*‐Values from modified Fisher's exact test (Hosack, Dennis, Sherman, Lane, & Lempicki, 2003) were used to extract statistically overrepresented Gene Ontology (GO) terms from DEGs. GO terms with *p*‐values less than 0.05 were considered to be significantly enriched. Additionally, upstream factor analysis of DEGs was performed using Ingenuity Pathway Analysis (IPA, QIAGEN) software.

### 2.6 Statistical analysis

Each value was expressed as mean ± SEM. Differences between the groups were calculated using an unpaired Student's *t* test and a *p *<* *0.05 was considered statistically significant.

## 3 RESULTS

### 3.1 Effects of PP extract administration on plasma biochemical parameters and hepatic fatty acids

We evaluated the effects of PP extract administration on plasma biochemical parameters and nonesterified fatty acids of KK‐A^y^ mice (Table 1). Plasma total ketone bodies were significantly lower in PD than in CD mice (*p = *0.014). The detected fatty acids mostly belonged to four types: palmitic acid (C16:0), stearic acid (C18:0), oleic acid (C18:1 [n‐9]), and linoleic acid (C18:2 [n‐6]). Liver palmitic acid content was significantly higher in PD than in CD mice (*p *=* *0.027). The other fatty acid levels tended to be higher in PD than in CD mice.

**Table 1:** Plasma biochemical parameters and hepatic nonesterified fatty acid levels in KK‐A^y^ mice administered with PP extract for 8 weeks

	CD	PD
Plasma		
Aspartate aminotransferase (IU/L)	145 ± 16.5	125 ± 13.8
Alanine aminotransferase (IU/L)	37 ± 3.2	34 ± 2.1
Total cholesterol (mg/dl)	141 ± 3.9	138 ± 7.8
Triacylglycerol (mg/dl)	237 ± 22.7	193 ± 32.1
Nonesterified fatty acid (μEq/L)	508 ± 47.8	459 ± 43.4
LDL‐cholesterol (mg/dl)	7 ± 0.4	6 ± 0.5
HDL‐cholesterol (mg/dl)	80 ± 1.6	80 ± 3.7
Glucose (mg/dl)	604 ± 45.9	596 ± 27.0
Total ketone bodies (μmol/L)	94 ± 8.6^a^	68 ± 4.0
Glycoalbumin (%)	9.6 ± 0.77	10.0 ± 0.53
Insulin (ng/ml)	58.3 ± 45.3	30.9 ± 7.6
Adiponectin (μg/ml)	10.2 ± 0.0	10.2 ± 0.0
Leptin (ng/ml)	57.5 ± 3.1	49.3 ± 3.4
Hepatic nonesterified fatty acid		
Palmitic acid (mg/g)	0.327 ± 0.017	0.482 ± 0.057^a^
Stearic acid (mg/g)	0.082 ± 0.008	0.105 ± 0.012
Oleic acid (mg/g)	0.131 ± 0.007	0.223 ± 0.048
Linoleic acid (mg/g)	0.104 ± 0.009	0.165 ± 0.036

a Student's *t* test, *p *<* *0.05 vs CD. Values are represented as means ± SEM (*n* = 6).

### 3.2 Alterations of hepatic gene expression profile by PP extract and identification of enriched GO terms in DEGs

It has been suggested that a decrease in total ketone body levels and increase in hepatic palmitic acid of PD mice are caused by an alteration of hepatic fatty acid metabolism. Accordingly, we evaluated the effect of PP extract administration on hepatic lipid metabolism using a DNA microarray. 

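Liver RNA of 4 CD and 4 PD mice was measured on Affymetrix GeneChip mouse arrays, with 1 array per mouse. KK‐A y mice are an obese type 2 diabetes model, and the PD mice had been fed 1 g of PP extract per kg of diet for 8 weeks. The livers came from mice whose plasma total ketone bodies lay close to the group average, as the paper states. RNA integrity did not differ detectably between the diets: the log2 ratio of the 3′ to the 5′ probe set of Actb was 1.17 ± 0.01 (SD, n = 4) in CD and 1.16 ± 0.02 (SD, n = 4) in PD mice (exact permutation test, p = 0.457), and that of Gapdh was 0.14 ± 0.02 and 0.14 ± 0.03 (SD, n = 4 each; exact permutation test, p = 0.943). Among 13 lists of cell type markers, only that of stellate cells and fibroblasts, the collagen‐producing cells of the liver, passed its test, with a median log2 difference (PD minus CD) of 0.10 over 15 markers (adjusted p = 0.0129, limma's camera, adjusted p = 0.612 with an estimated correlation). Of these markers, Col3a1, a fibrillar collagen, rose from 8.32 ± 0.46 to 8.69 ± 0.13 (SD, n = 4 each). The call of Col3a1 was lost without CD replicate 2 (0.25) or PD replicate 2 (0.33), 3 (0.37) or 4 (0.36) and its difference moved without CD replicate 3 (0.60). The list lost its call without CD replicate 2 (adjusted p = 0.151, limma's camera), CD replicate 4 (0.0661) or PD replicate 4 (0.0729), and its median was 0.05 without CD replicate 2 and 0.06 without PD replicate 2. Other cell type lists passed when 1 mouse was left out (adjusted p, limma's camera): Kupffer cells and macrophages without CD replicate 3 (0.0014) or CD replicate 4 (0.0284), pericentral hepatocytes without PD replicate 1 (0.00373) or CD replicate 1 (0.0392), hepatocytes without CD replicate 1 (0.0392), periportal hepatocytes without PD replicate 2 (0.0217) and neutrophils without CD replicate 3 (0.0384).

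The deposited values are the authors' log2 model‐based expression indices, made in R 2.7.2 according to the submitters' processing notes. The normalization between arrays is not given in the sources used here. Array medians lay between 7.09 and 7.16, and correlations between arrays between 0.991 and 0.996. All 45037 probe sets other than controls were tested, of which 34945 carried 1 gene symbol in the annotation used here, 932 carried several and 9160 were unnamed. The rank product, the test of the paper, ranks the PD/CD ratios within each of the 16 pairs of arrays and called a probe set at a false discovery rate (FDR) under 0.1 over 1000 permutations. As a second test, limma set each difference against the spread between mice. Shifts of 39 gene lists, with 1 probe set per gene, were tested with limma's camera at a preset correlation of 0.01, adjusted over all lists and called at an adjusted p under 0.05. The lists and the rule for naming genes were fixed before the data were examined but after Tables S3 and S4 had been read. With 4 mice against 4, the smallest two‐sided p of an exact permutation test is 0.0286.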

DEGs (Supporting Information Table S3 and S4) were classified into functional GO categories. 

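The rank product called 92 probe sets as upregulated and 117 as downregulated in PD mice, which stand for 57 and 85 distinct genes among the probe sets with 1 gene symbol. Rgs16, a regulator of G protein signaling, rose from 8.94 ± 0.90 in CD to 10.28 ± 0.80 in PD mice (log2 values, SD, n = 4 each), a 2.53‐fold difference (log2 difference 1.34, standard error 0.45). Vapb, a membrane protein of the endoplasmic reticulum, rose by a log2 difference of 0.55 (standard error 0.11) and Rec114 by 0.79 (standard error 0.17). In the other direction Il17re, a subunit of the interleukin 17 receptor family, fell by 0.55 (standard error 0.18), Bmyc fell by 0.52 (standard error 0.13) and Nat8, an acetyltransferase, fell by 0.37 (standard error 0.10). Vapb, Rec114, Il17re, Bmyc and Nat8 were selected among genes whose groups do not overlap. The groups of Rgs16, which the paper names, overlap (exact permutation test, p = 0.0857). The call of Il17re was lost without CD replicate 1 (−0.60), 3 (−0.57) or 4 (−0.35). The call of Bmyc was lost without CD replicate 1 (−0.45) or 2 (−0.42). The call of Nat8 was lost without CD replicate 1 (−0.38), 2 (−0.36) or 4 (−0.28). Such separated groups were found for 10 of the upregulated and 12 of the downregulated probe sets, and for 2.08% of all probe sets, where chance gives 2.86%. The calls included all 92 probe sets of Table S3 and 117 of Table S4, the paper's lists from these same arrays, and left out 10 of Table S4.

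By limma, 0 probe sets were higher and 0 lower at an adjusted p under 0.1 (lowest adjusted p = 0.998), and 1642 had an unadjusted p under 0.05, where chance gives 2252. Of the 100 called probe sets of genes considered for naming, 9 held their call in all 8 runs that left out 1 mouse, 91 lost it at least once and 53 lost it in 4 or more. With PD arrays ranked against the mean of the CD arrays the rank product called 157 up and 0 down, at an FDR under 0.05 it called 68 down, and with a filter on dim probe sets 66 down. The counts also changed when 1 mouse was left out. The upregulated count became 27 without PD replicate 4, 38 without PD replicate 2, 40 without PD replicate 3 and 190 without CD replicate 3. The downregulated count became 16 without CD replicate 1, 34 without CD replicate 3, 41 without CD replicate 2, 71 without CD replicate 4 and 206 without PD replicate 1. The downregulated count thus fell without any CD mouse, but was 123, 137 and 130 without PD replicate 2, 3 and 4. The call of Fabp5 (0.49) was lost at 0.27 and 0.24 without CD or PD replicate 2. It was also lost at 0.52 and 0.54 without PD replicate 3 and 4. A lost call therefore need not mean that it rests on that mouse. The effect of the smaller, unequal groups was not tested.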

GO terms that were significantly enriched within the upregulated and downregulated sets of DEGs are summarized (Supporting Information Tables S5 and S6) and DEGs contained in each GO term are shown in Figure 1.

**Figure 1:**
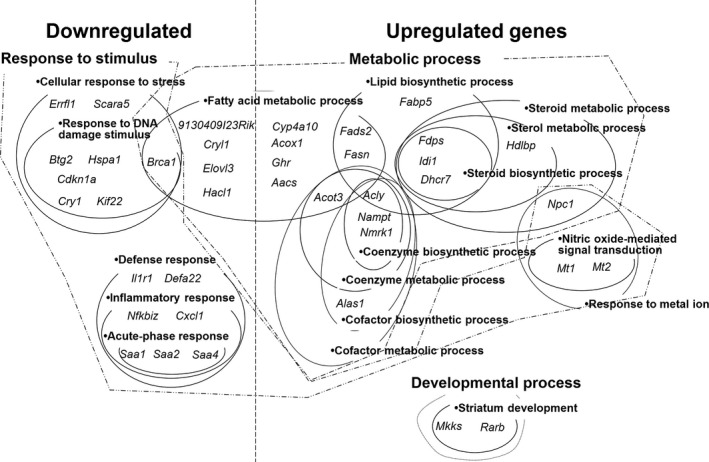
Venn and Euler diagrams showing the relationship between significantly enriched Gene Ontology (GO) terms in differentially expressed genes (DEGs) following administration of persimmon peel extract in KK‐A^y^ mice. The DEGs included in the GO terms are indicated as gene symbols. Left side of the dashed line shows downregulated genes and the right side shows upregulated genes. “Metabolic process” (dot‐dashed line), “response to stimulus” (dot‐dot‐dashed line), and “development process” (dotted line) show the common ancestors of the enriched GO terms surrounded by the respective lines

Most of the overrepresented GO terms in the upregulated genes were classified into “metabolic process.” The “metabolic process” cluster included three terms associated with lipids: “fatty acid metabolic process,” “lipid biosynthetic process,” and “steroid metabolic process.”

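Of 20 measured genes of sterol synthesis and uptake, 17 were higher in PD mice, with a median log2 difference of 0.08 (adjusted p = 2.19e-04, limma's camera, adjusted p = 0.612 with an estimated correlation). Dhcr7, which makes the last step to cholesterol, rose from 8.70 ± 0.12 in CD to 9.04 ± 0.34 in PD mice (log2 values, SD, n = 4 each, FDR = 0.0571, rank product). Fdps, which makes farnesyl diphosphate, rose by 0.34 (standard error 0.21, FDR = 0.0414), and Idi1 was called on a probe set other than the 1 used for the list, while the other 17 members were not called. Per mouse, the list mean was −0.17 in PD replicate 1 and between 0.09 and 0.20 in the other PD mice, against −0.12 to −0.01 in the CD mice (log2 deviation from the mean of the 8 mice; exact permutation test, p = 0.2). Without PD replicate 1 the median became 0.13. The call of Dhcr7 was lost without CD replicate 2 (0.31) or PD replicate 2 (0.24), 3 (0.28) or 4 (0.38), and also at an FDR under 0.05 or with a filter on dim probe sets. The call of Fdps was lost without CD replicate 2 (0.24) or PD replicate 2 (0.24), 3 (0.19) or 4 (0.37) and its difference moved without PD replicate 1 (0.57). The call of Idi1 was lost without CD replicate 4 (0.32) or PD replicate 2 (0.27), 3 (0.36) or 4 (0.42). Of 24 targets of PPARα, the receptor that drives fatty acid oxidation, 14 were higher and 10 lower, with 4 called as upregulated, and the median was 0.02 (adjusted p = 0.0404, camera, adjusted p = 0.692 with an estimated correlation). This call was lost without CD replicate 4 (adjusted p = 0.423, limma's camera), PD replicate 1 (0.0957), PD replicate 3 (0.0653) or PD replicate 4 (0.93), and after quantile normalization (0.0954), median centring of the arrays (0.0607) or a filter on dim probe sets (0.0529). Its median became 0.11 without PD replicate 2, 0.03 without CD replicate 3, 0.01 without CD replicate 4, 0.00 without PD replicate 3 and −0.02 without PD replicate 4. By limma, 0 genes of either list passed over all probe sets and 0 when adjusted over the list alone, with 2 sterol genes and 1 PPARα target at an unadjusted p under 0.05.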

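All 10 genes that the paper names under its lipid terms were higher in PD mice and were called by the rank product, with log2 differences from 0.26 to 0.95. These genes were chosen by the study on the same arrays, so their direction is not independent evidence. Fads2, the desaturase that makes polyunsaturated fatty acids, rose from 10.47 ± 0.12 in CD to 10.87 ± 0.23 in PD mice (log2 values, SD, n = 4 each; log2 difference 0.39, standard error 0.10, FDR = 0.0232), and a second probe set of Fads2 rose by 0.36 (standard error 0.06), a probe set selected because its groups do not overlap. Acot3, a peroxisomal thioesterase that frees fatty acids from CoA, rose from 7.27 ± 0.23 to 7.79 ± 0.60 (FDR = 0.0092). Fabp5, a fatty acid carrier, rose from 8.84 ± 0.50 to 9.33 ± 0.52 (FDR = 0.028), and Idi1, an isomerase of the sterol pathway, rose from 7.77 ± 0.22 to 8.17 ± 0.32 (FDR = 0.0275). No gene of the 10 passed limma over all probe sets, and 3 of them had an unadjusted p under 0.05. The call of Fads2 was lost without PD replicate 2 (0.39), 3 (0.30) or 4 (0.39), as was that of its second probe set without PD replicate 2 (0.33), 3 (0.34) or 4 (0.36). The call of Acot3 was lost without PD replicate 4 (0.26). The call of Fabp5 was lost without CD replicate 2 (0.27) or PD replicate 2 (0.24), 3 (0.52) or 4 (0.54). The call of Idi1 was lost without CD replicate 4 (0.32) or PD replicate 2 (0.27), 3 (0.36) or 4 (0.42).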

The terms associated with lipids included fatty acid synthase (*Fasn*), acetoacetyl‐CoA synthetase (*Aacs*), cytochrome P450 [family 4, subfamily a, polypeptide 10] (*Cyp4a10*), acyl‐CoA thioesterase 3 (*Acot3*), fatty acid‐binding protein 5 (*Fabp5*), fatty acid desaturase 2 (*Fads2*), acyl‐CoA oxidase 1 (*Acox1*), farnesyl diphosphate synthetase (*Fdps*), isopentenyl diphosphate delta isomerase (*Idi1*), and 7‐dehydrocholesterol reductase (*Dhcr7*).

Most of the overrepresented GO terms in the downregulated genes were classified into “response to stimulus.” “Response to stimulus” included two clusters: “cellular response to stress” and “defense response.” “Cellular response to stress” included cyclin‐dependent kinase inhibitor (*Cdkn1a*), B‐cell translocation gene 2 (*Btg2*), kinesine family member 22 (*Kif22*), breast cancer 1 (*Brca1*), and heat shock protein 1A (*Hspa1*). 

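Brca1, a DNA repair protein, fell by 0.79 on the log2 scale (standard error 0.24, FDR = 0.002, rank product), from 7.35 ± 0.13 in CD to 6.56 ± 0.63 in PD mice (SD, n = 4 each). Cdkn1a, the p21 inhibitor of the cell cycle, fell from 8.64 ± 0.37 to 7.88 ± 0.57 (log2 difference −0.77, standard error 0.26, FDR = 0.003). Kif22, a mitotic motor protein, fell by 0.41 (standard error 0.10) with every PD mouse below every CD mouse (exact permutation test, p = 0.0286). Besides being named in the paper, Kif22 was selected because its groups do not overlap, so this p is not independent evidence. Hspa1b, an inducible heat shock protein, fell by 0.34 (standard error 0.15). Btg2, an antiproliferative gene, fell from 9.19 ± 0.43 to 8.78 ± 0.29 (FDR = 0.0522). The values of Cdkn1a and Brca1 in PD mice were spread unevenly: Cdkn1a was 8.72 in PD replicate 1 against 7.51 to 7.68 in the other PD mice, and Brca1 was 7.50 in PD replicate 2 against 6.17 to 6.31. Of 16 genes of p53 signaling and growth arrest, 12 were lower and 4 higher, 2 were called as downregulated and 1, Gadd45a, as upregulated (log2 difference 0.48, standard error 0.22), and the list did not pass (median −0.10; adjusted p = 0.0572, limma's camera). Of 11 heat shock genes 8 were lower and none was called on the probe set used for the list, while other probe sets of Hspa1b and Hspa8 were, the latter chosen after its values were seen, and the median was −0.09 (adjusted p = 0.302, limma's camera). By limma, 0 genes of either list passed over all probe sets or when adjusted over the list alone, and 3 p53 genes and 0 heat shock genes had an unadjusted p under 0.05. The p53 list passed without CD replicate 1 (median −0.17, adjusted p = 0.00776, limma's camera), CD replicate 2 (−0.11, 0.00345) or PD replicate 1 (−0.18, 3.18e-04). It also passed after quantile normalization (−0.09, 0.0444), with each array centred on its median (−0.09, 0.0356) or with the replicate number as a block (−0.10, 0.0323). Its median was 0.00 without CD replicate 4 and −0.03 without PD replicate 2. The heat shock list passed without PD replicate 4 (adjusted p = 0.0429, limma's camera), and its median was 0.03 without CD replicate 4, 0.02 without PD replicate 2 and −0.04 without PD replicate 1. The call of Kif22 was lost without CD replicate 1 (−0.46), 2 (−0.33) or 4 (−0.37). The call of Btg2 was lost without CD replicate 1 (−0.48), 3 (−0.34) or 4 (−0.24) or PD replicate 2 (−0.33) or 3 (−0.32). The call of Gadd45a was lost without CD replicate 1 (0.29) or PD replicate 4 (0.35). The call of Hspa1b was lost without CD replicate 1 (−0.45), 2 (−0.23), 3 (−0.29) or 4 (−0.42) or PD replicate 1 (−0.29) or 2 (−0.27).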

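Saa1, Saa2 and Saa4, which encode subtypes of SAA, were lower on average in PD mice and were called by the rank product. Saa4 fell by 0.46 on the log2 scale (standard error 0.09), from 11.17 ± 0.18 in CD to 10.71 ± 0.13 in PD mice (SD, n = 4 each). Every PD mouse lay below every CD mouse (exact permutation test, p = 0.0286). This probe set of Saa4 was also selected because its groups do not overlap, so that p is not independent evidence. Another probe set of Saa4, the one used for the acute‐phase list, was not called (−0.32). Saa1 and Saa2 had larger differences and far larger spreads: Saa1 was 11.81 ± 1.71 in CD and 10.88 ± 0.79 in PD mice (exact permutation test, p = 0.371), and Saa2 was 10.20 ± 2.62 and 9.06 ± 0.75 (exact permutation test, p = 0.571; n = 4 each). CD replicate 4 held the highest value of both. The call of Saa1 was lost without CD replicate 3 (−0.93) or 4 (−0.15) and its difference moved without CD replicate 2 (−1.48). The call of Saa2 was lost without CD replicate 3 (−1.24) or 4 (0.12) and its difference moved without CD replicate 2 (−1.86). The call of Saa4 was lost without CD replicate 3 (−0.42) or 4 (−0.40). Cxcl1, a chemokine that attracts neutrophils, fell from 9.60 ± 1.13 to 8.98 ± 0.40 (FDR = 0.0113), a difference of −0.63. Il1r1, the receptor of interleukin 1, fell from 9.16 ± 0.13 to 8.85 ± 0.44 (FDR = 0.0489). The call of Cxcl1 was lost without CD replicate 3 (−0.13) and its difference moved without CD replicate 1 (−1.05). The call of Il1r1 was lost without CD replicate 1 (−0.30), 2 (−0.33) or 3 (−0.26) or PD replicate 3 (−0.20) or 4 (−0.25) and its difference moved without PD replicate 2 (−0.53). The study chose these genes on the same arrays, so their direction is not independent evidence. By limma 0 of them passed, and Saa4 alone had an unadjusted p under 0.05.

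**Figure D1:**
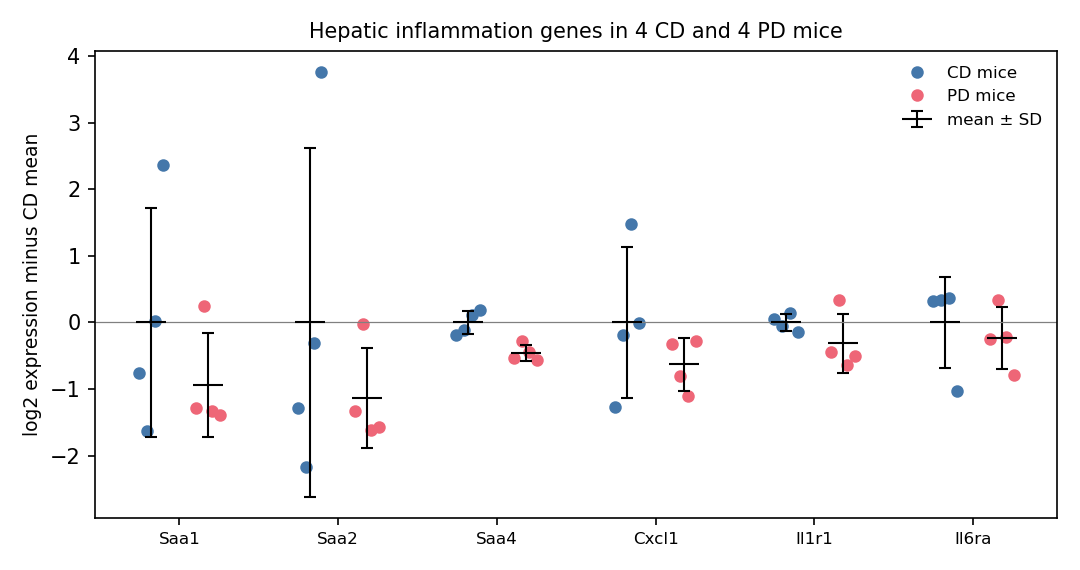
Log2 expression of 6 genes relative to the mean of the CD mice (vertical axis) in 4 CD mice (blue) and 4 PD mice (red). Points are mice, and bars are the mean ± SD. The groups of Saa4 do not overlap, while 1 CD mouse stands far above the rest for Saa1 and Saa2.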

“Defense response” included interleukin 1 receptor, type 1 (*Il1r1*), chemokine (C‐X‐C motif) ligand 1 (*Cxcl1*), and SAA subtype 1, 2, and 4 (*Saa 1, 2,* and *4*).

Upstream factors regulating the DEGs were predicted using IPA. The predicted transcription factors that activated DEGs upstream after PP extract administration were SREBP (sterol regulatory element‐binding protein) ‐1 and ‐2 and PPARγ (peroxisome proliferator‐activated receptor gamma). 

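The genes that Table 2 assigns to these factors moved mostly upward in PD mice. Of the 13 genes under SREBP‐1, 11 rose and 2 fell by the rank product, and of the 10 under SREBP‐2, 9 rose and 1 fell. Of the 19 measured here under PPARγ (Cyp4a11 is not in the annotation used here), 10 rose, 8 fell and 1 did not pass. The study selected these genes on the same arrays, so the counts are not independent evidence of a direction. Npc1, which carries cholesterol out of lysosomes, rose from 9.25 ± 0.21 to 9.63 ± 0.17 (log2 values, SD, n = 4 each), with every PD mouse above every CD mouse (exact permutation test, p = 0.0286). As Npc1 was also selected because its groups do not overlap, this p is not independent evidence. Thrsp, a nuclear protein of lipogenic tissue, was 11.86 ± 0.28 in CD and 12.15 ± 1.10 in PD mice. Nr0b2, the repressor SHP, fell by 0.46 (standard error 0.18). The call of Npc1 was lost without CD replicate 1 (0.28) or PD replicate 2 (0.32), 3 (0.36) or 4 (0.42). The call of Thrsp on the probe set given here was lost without PD replicate 2 (−0.01) or 3 (0.07). Its difference moved without CD replicate 1 (0.19) or PD replicate 1 (0.81). Another probe set of Thrsp was used for the list of fatty acid synthesis and is given with that list. The call of Nr0b2 was lost without CD replicate 1 (−0.29), 2 (−0.39) or 3 (−0.52). The mRNA of SREBP‐2 itself, Srebf2, was 7.75 ± 0.01 in CD and 7.71 ± 0.05 in PD mice and was not called, and its difference of −0.04 moved without PD replicate 4 (−0.07). By limma 0 of the genes passed over all probe sets, and 6 of the SREBP‐1 genes, 4 of the SREBP‐2 genes and 6 of the PPARγ genes had an unadjusted p under 0.05.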

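Cyp4a14, a fatty acid omega‐hydroxylase, rose from 7.96 ± 0.72 in CD to 9.06 ± 0.52 in PD mice (log2 values, SD, n = 4 each), a 2.15‐fold difference (log2 difference 1.11, standard error 0.34, FDR = 3.33e-04, rank product), and its call held when each mouse was left out in turn, which was so for 9 of the 100 called probe sets of genes considered for naming. Vnn1, another target of PPAR receptors, rose by 0.74 (standard error 0.39), although CD replicate 3, at 9.89, lay far above the other CD mice (8.25 to 8.43). The difference of Vnn1 moved without CD replicate 3 (1.13) or PD replicate 4 (0.48). Acly, which makes acetyl‐CoA from citrate for fatty acid and sterol synthesis, rose from 10.80 ± 0.30 to 11.15 ± 0.32 (FDR = 0.0562). Plin5, a protein of lipid droplets, fell by 0.36 (standard error 0.14, FDR = 0.0734). The call of Acly was lost without CD replicate 2 (0.23) or PD replicate 2 (0.31), 3 (0.23) or 4 (0.36). The call of Plin5 was lost without CD replicate 1 (−0.24), 2 (−0.36) or 3 (−0.36) or PD replicate 4 (−0.26). Neither was called at an FDR under 0.05. Cyp4a14 had an adjusted p of 0.998 by limma, as did each of the other genes, and 0 of the 11 genes measured here that the study lists as targets passed that test, 4 of them having an unadjusted p under 0.05. The study named these targets on the same arrays, so their direction is not independent evidence.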

Within the upregulated genes by PP extract administration, the genes regulated by SREBP‐1 and ‐2 and PPARγ were as follows: *Fasn*,* Aacs*,* Fabp5*,* Acly*,* Fads2*,* Acacb*,* Fdps*,* Idi1*,* Dhcr7*,* Acox1*,* Cyp4a11*, and *Cyp4a14* (Figure 2 and Table 2).

**Figure 2:**
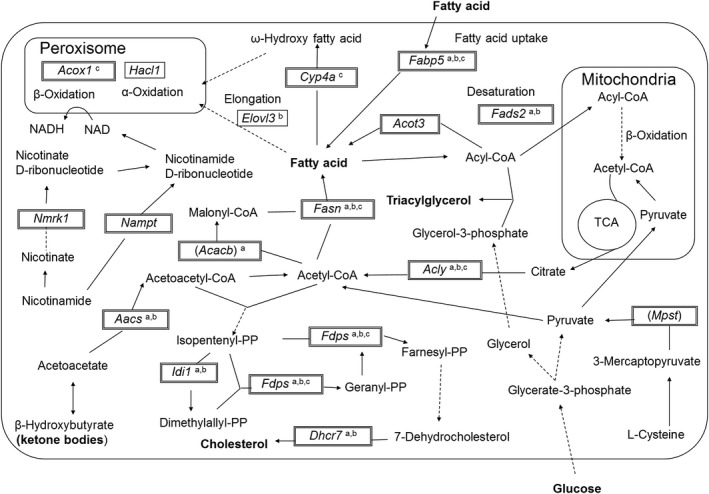
Relationship between metabolic pathways regulated by the products of DEGs and their metabolites. Upregulated factors are surrounded by double lines and downregulated factors by single lines. Factors in parentheses are not represented in the GO terms included in (Figure 1). ^a^These factors are regulated by the sterol regulatory element‐binding protein 1. ^b^These factors are regulated by the sterol regulatory element‐binding protein 2. ^c^These factors are regulated by the peroxisome proliferator‐activated receptor gamma (PPARγ)

**Table 2:** Predicted upstream regulators of DEGs by PP extract administration

Upstream transcription factors	*z*‐Score	Regulated genes by PP extract	
		Predicted upregulation genes	Predicted downregulation genes
Predicted activation factor			
SREBP‐2	2.552	***Aacs*** a *, **Acly**,* *Cdkn1a* b *, **Dhcr7**,** Fabp5**,** Fads2**,** Fasn**,** Fdps**,** Idi1**,** Thrsp***	
PPARγ	2.251	***Acly, Acox1,*** *Brca1* *,* *Cdkn1a* *, **Cidea, Cidec, Cyp4a11**,** Cyp4a14**,** Fabp5**,** Fasn**,** Fdps**,* *Gdf15* *,* *Igfbp1* *,* *Plin5* *, **Rarb**,* *Saa1* *,* *Socs3* *, **Vnn1***	*Tsc22d3* *,* *Cxcl2*
SREBP‐1	2.123	***Aacs**,** Acacb**,** Acly**,* *Cdkn1a* *, **Dhcr7**,** Fabp5**,** Fads2**,** Fasn**,** Fdps**,** Idi1**,** Npc1**,* *Nr0b2* *, **Thrsp***	
Predicted inhibition factor			
NR3C1	−2.476	*Adck3* *, **Bmf**,* *Brca1* *,* *Btg1* *,* *Cdkn1a* *, **Cidea**,** Cidec**,* *Cxcl2* *,* *Egr1* *,* *Errfi1* *,* *Fos* *, **Gadd45a**,* *Igfbp1* *,* *Mfsd2a* *, **Mt1**,** Nampt**,* *Nfil3* *,* *Nr0b2* *, **Rtn4**,* *Tat* *,* *Tsc22d3*	
STAT3	−2.382	***Bmf**,* *Cdkn1a* *, **Col3a1**,* *Cxcl2* *,* *Egr1* *,* *Fo* *s, **Gadd45a**,* *Igfbp1* *,* *Il1r1* *,* *Il6r* *, **Mt1**,** Nampt**,* *Nfkbiz* *,* *Saa1* *,* *Serpinb1* *,* *Serpine2* *,* *Socs3*	***Fasn**,*
CREB1	−2.214	*Alas1* *,* *Btg2* *,* *Cdkn1a* *,* *Cxcl2* *,* *Egr1* *,* *Errfi1* *, **Fam73a**,** Fasn**,* *Fos* *, **Gadd45a**,** Idi1**,* *Lcn2* *,* *Mfsd2a* *,* *Nfil3* *, **Nrep**,* *Tfrc*	
NF‐κB	−2.091	*Cdkn1a* *,* *Cxcl2* *, **Dbp**,* *Egr1* *, **Fabp5**,* *Fos* *,* *Gdf15* *, **Igfbp2**,* *Iglv1* *,* *Lcn2* *, **Nampt**,* *Nfkbiz* *, **Rgs16**,* *Saa1* *,* *Socs3* *,* *Tfrc*	***Gadd45a**,*

Note. ^a^Bold letters indicate upregulated genes and ^b^underlined letters are downregulated genes by PP extract.

On the other hand, the predicted transcription factors that inhibited DEGs upstream after PP extract administration were NR3C1 (nuclear receptor subfamily 3, group C, member 1), STAT3 (signal transducer and activator of transcription 3), CREB1 (cAMP responsive element binding protein 1), NF‐κB (nuclear factor‐kappa B) (Table 2).

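The genes that Table 2 assigns to these factors moved in both directions in PD mice, more of them downward. Under NR3C1, the glucocorticoid receptor, 13 of 21 genes fell and 7 rose by the rank product. Under STAT3, 10 of 18 fell and 6 rose, under CREB1 10 of 16 fell and 5 rose, and under NF‐κB 9 of 17 fell and 6 rose. Fos, an immediate early transcription factor, fell from 7.39 ± 0.20 in CD to 7.02 ± 0.11 in PD mice (log2 values, SD, n = 4 each), with every PD mouse below every CD mouse (exact permutation test, p = 0.0286). Since Fos was also selected because its groups do not overlap, this p is not independent evidence. Tat, a glucocorticoid‐induced enzyme of tyrosine breakdown, fell by 0.44 (standard error 0.12), and Egr1, another immediate early gene, fell by 0.50 (standard error 0.15). In the other direction Rtn4 rose by 0.39 (standard error 0.10) and Bmf, a proapoptotic gene, by 0.35 (standard error 0.14). The call of Fos was lost without CD replicate 1 (−0.39), 2 (−0.40), 3 (−0.27) or 4 (−0.40) or PD replicate 3 (−0.32). The call of Tat was lost without CD replicate 1 (−0.41), 2 (−0.43) or 3 (−0.47) or PD replicate 4 (−0.30). The call of Egr1 was lost without CD replicate 2 (−0.47), 3 (−0.51) or 4 (−0.43). The call of Rtn4 was lost without CD replicate 2 (0.29) or PD replicate 1 (0.37), 3 (0.41) or 4 (0.34). The call of Bmf was lost without CD replicate 1 (0.22) or 2 (0.30) or PD replicate 1 (0.32), 2 (0.33), 3 (0.38) or 4 (0.39). The mRNA of the factors was not called: the log2 difference was 0.13 (standard error 0.06) for Nr3c1, −0.19 (0.10) for Stat3, −0.06 (0.05) for Creb1 and −0.05 (0.07) for Rela. That of Nr3c1 moved without CD replicate 1 (0.08), that of Stat3 moved without CD replicate 3 (−0.12) or PD replicate 3 (−0.09), that of Creb1 moved without CD replicate 3 (−0.04) or PD replicate 4 (−0.03) and that of Rela moved without CD replicate 1 (−0.08), 2 (−0.09), 3 (0.00) or 4 (−0.02) or PD replicate 1 (−0.03), 3 (−0.09) or 4 (−0.01).

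Of 16 glucocorticoid‐responsive genes, a list that shares 6 genes with Table 2, 13 were lower, 6 were called as downregulated and 2 as upregulated on any probe set, with a median of −0.15 (adjusted p = 0.0129, limma's camera, adjusted p = 0.625 with an estimated correlation). The list was not called without CD replicate 1 (adjusted p = 0.21, limma's camera), CD replicate 3 (0.0879), PD replicate 3 (0.0653) or PD replicate 4 (0.218), and its median was −0.05 without CD replicate 1 and −0.24 without PD replicate 2. The genes of Table 2 were chosen by the study on these arrays and are not independent evidence. Over all probe sets 0 of these genes passed limma, 1 glucocorticoid‐responsive gene passed when adjusted over the list alone, and 11 NR3C1, 7 STAT3, 6 CREB1 and 8 NF‐κB genes had an unadjusted p under 0.05.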

## 4 DISCUSSION

### 4.1 Effects of PP extract administration on energy metabolism

We used KK‐A^y^ mice to evaluate the effects of PP extract administration on obesity‐induced diabetes and observed that the total ketone body levels in the plasma of KK‐A^y^ mice were decreased by the administration of PP extract. In diabetes mellitus, reduction of glucose uptake into the cells owing to deficiency of insulin signal enhances β‐oxidation of fatty acids and results in further generation of ketone bodies as a byproduct. In contrast, hepatic nonesterified palmitic acid levels in KK‐A^y^ mice were significantly increased by the administration of PP extract. It is suggested that fatty acid synthesis is promoted by PP extract because most of the de novo synthesized fatty acid is palmitic acid (Kuhajda et al., 1994).

In addition to the increase in nonesterified palmitic acid in the liver, detailed pathway analysis suggested the enhancement of fatty acid biosynthesis in PD mice, such as upregulation of *Fasn* and *Acacb* (Figure 2), genes encoding the key enzymes for fatty acid synthesis (Wakil, Stoops, & Joshi, 1983). Moreover, a decrease in plasma total ketone bodies can be explained by the upregulation of *Aacs*. 

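Of 20 genes of fatty acid synthesis, 18 were higher in PD mice and 5 of them (Acacb, Acly, Fads2, Fasn and Thrsp) were called by the rank product, none as downregulated. Elovl3, of the family of the list members Elovl5 and Elovl6, is not on the list. It was called as downregulated (log2 difference −0.40, FDR = 0.049), a call lost in 5 of the 8 runs that left out 1 mouse. Table S6 also holds a term of fatty acid metabolism for the downregulated genes. Fasn, which builds palmitate from malonyl‐CoA, rose from 11.56 ± 0.33 in CD to 11.81 ± 0.50 in PD mice (log2 values, SD, n = 4 each), a 1.19‐fold difference (log2 difference 0.26, standard error 0.23, FDR = 0.0982; exact permutation test, p = 0.4). Acacb, an acetyl‐CoA carboxylase that makes malonyl‐CoA, rose from 8.10 ± 0.24 to 8.45 ± 0.36 (1.27‐fold, FDR = 0.0558; exact permutation test, p = 0.143, n = 4 each). The median log2 difference of the list was 0.21 (adjusted p = 2.28e-05, limma's camera, adjusted p = 0.612 with an estimated correlation). The list mean was −0.24 in PD replicate 1 and 0.11 to 0.31 in the other PD mice, against −0.25 in CD replicate 2 and −0.04 to −0.02 in the other CD mice (log2 deviation from the mean of the 8 mice; exact permutation test, p = 0.286). By limma, 0 genes of the list passed over all probe sets, 1 passed when adjusted over the list alone, and 2 had an unadjusted p under 0.05. The median became 0.08 without PD replicate 3 and 0.09 without CD replicate 2. The call of Fasn was lost without CD replicate 1 (0.27) or 2 (0.10) or PD replicate 2 (0.16), 3 (0.14) or 4 (0.22) and its difference moved without PD replicate 1 (0.50). The call of Fasn also ended after quantile normalization, with a filter on dim probe sets, with the replicate number as a block and at an FDR under 0.05. The call of Acacb was lost without CD replicate 2 (0.26) or 4 (0.30) or PD replicate 2 (0.36), 3 (0.21) or 4 (0.32), and it ended at an FDR under 0.05. The call of Acly was lost without CD replicate 2 (0.23) or PD replicate 2 (0.31), 3 (0.23) or 4 (0.36). The call of Fads2 was lost without PD replicate 2 (0.39), 3 (0.30) or 4 (0.39). The call of Thrsp on the probe set used for this list was lost without PD replicate 2 (−0.02), 3 (0.05) or 4 (0.21). Its difference moved without PD replicate 1 (0.65). From the rise of Fasn and Acacb beside the higher palmitic acid of the liver, the paper proposes that fatty acid synthesis was enhanced in PD mice.

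**Figure D2:**
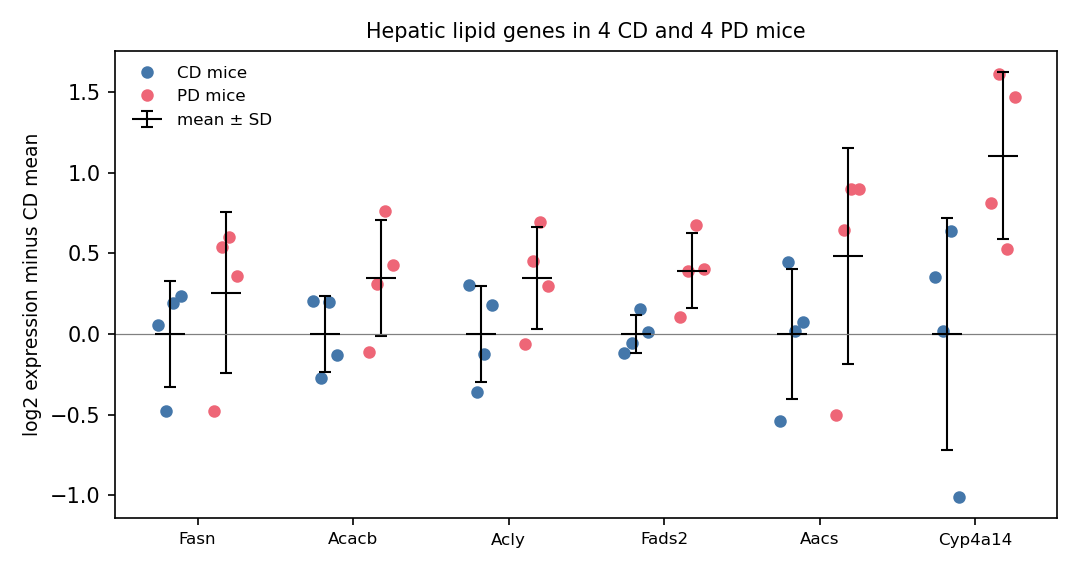
Log2 expression of 6 lipid genes relative to the mean of the CD mice (vertical axis) in 4 CD mice (blue) and 4 PD mice (red). Points are mice, and bars are the mean ± SD. The groups of all 6 genes overlap.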

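Aacs, the cytosolic acetoacetyl‐CoA synthetase, rose from 8.89 ± 0.41 in CD to 9.37 ± 0.67 in PD mice (log2 values, SD, n = 4 each), a 1.4‐fold difference (log2 difference 0.48, standard error 0.30, FDR = 0.00333, rank product). It was above the CD mean in 3 of 4 PD mice (exact permutation test, p = 0.286). Of 6 measured genes of ketone body synthesis and use, 3 were higher and 3 lower, Aacs was the 1 member called, and the list did not pass (median 0.02; adjusted p = 0.302, limma's camera). Cpt1a, which admits fatty acids to mitochondria for the oxidation that feeds ketone synthesis, was 11.06 ± 0.14 in CD and 11.28 ± 0.08 in PD mice and was not called. The call of Aacs was lost without PD replicate 3 (0.35) or 4 (0.35) and its difference moved without CD replicate 1 (0.30) or PD replicate 1 (0.81). Of 16 genes of mitochondrial β‐oxidation, 10 were higher and 6 lower, none was called, and the median was 0.01 (adjusted p = 0.302, limma's camera). No gene of either list passed limma over all probe sets (0 genes) or when adjusted over the list alone (0 genes), with 0 ketone genes and 1 β‐oxidation gene at an unadjusted p under 0.05. The β‐oxidation list passed without PD replicate 2 (median 0.06, adjusted p = 8.37e-05, limma's camera) and had a median of −0.01 without CD replicate 4.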

*Aacs*, encoding the ketone body‐utilizing enzyme AACS (Endemann, Goetz, Edmond, & Brunengraber, 1982), which converts acetoacetate derived from ketone bodies to acetoacetyl‐CoA and then promotes a reaction in the direction of acetyl‐CoA production.

The activation of hepatic PPARγ and SREBP‐1 and 2 by PD‐administered mice was predicted by IPA. SREBP‐1c is an important factor in controlling blood glucose and regulating the expression of glycolysis‐associated genes and fatty acid biosynthesis (Shimano et al., 1997). 

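Srebf1, the gene of SREBP‐1, was measured at 12.01 ± 0.18 in CD and 12.04 ± 0.36 in PD mice (log2 values, SD, n = 4 each) and was not called (log2 difference 0.04, standard error 0.15; exact permutation test, p = 0.857), and its difference moved without CD replicate 1 (0.06), 2 (−0.02), 3 (0.00) or 4 (0.11) or PD replicate 1 (0.14), 2 (−0.08), 3 (−0.04) or 4 (0.14). The array measures mRNA, not the processed protein. Scd1, a desaturase that SREBP‐1c induces, was 14.34 ± 0.08 in CD and 14.37 ± 0.09 in PD mice and was not called. Its difference of 0.03 moved without CD replicate 2 (0.00) or 3 (0.06) or PD replicate 2 (0.07), 3 (0.01) or 4 (0.01). Scd1 lay near the highest values of the arrays (maxima 14.99 to 15.02), so these values leave open whether it rose. Acaca, the other acetyl‐CoA carboxylase, was 10.16 ± 0.24 and 10.41 ± 0.33 (log2 difference 0.25, standard error 0.16, FDR = 0.177, rank product) and did not pass either, although it was called without CD replicate 3 (0.34) or PD replicate 1 (0.41), and its difference was 0.15 without CD replicate 2. Insr, the insulin receptor, which acts upstream of SREBP‐1c, had a log2 difference of 0.03 (standard error 0.06), which moved without CD replicate 1 (0.00), 2 (0.04), 3 (0.06) or 4 (0.00) or PD replicate 2 (0.01), 3 (0.07) or 4 (0.00).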

We infer that SREBP‐1c activated in the liver of PD mice upregulated the expression of *Fasn* and *Acc* and fatty acid synthesis.

Peroxisome proliferator‐activated receptor gamma is a nuclear receptor associated with adipocyte differentiation and fat accumulation. Therefore, activation of PPARγ is a possible way to improve insulin resistance and hyperglycemia. Activation of PPARγ induces the upregulation of genes associated with lipogenesis (Way et al., 2001), and decreases the formation of ketone bodies (Fujiwara, Yoshioka, Yoshioka, Ushiyama, & Horikoshi, 1988). PPARγ activated by PP extract can also promote fatty acid synthesis. However, it was presumed that the PPARγ activity of PP extract was low, and did not contribute to the improvement of insulin resistance and hyperglycemia.

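Of 17 genes of lipid droplets and PPARγ targets, 12 were higher in PD mice and 5 lower, and 3 (Cidea, Cidec and Fabp5) were called as upregulated by the rank product, while Plin5 was called as downregulated on a probe set other than the 1 used for the list. Cidea, a protein of large lipid droplets, rose from 7.72 ± 1.03 in CD to 8.53 ± 1.38 in PD mice (log2 values, SD, n = 4 each, FDR = 0.00109), with 2 of 4 PD mice above the CD mean. Cidec, of the same family, rose from 6.89 ± 0.36 to 7.27 ± 0.62 (FDR = 0.0932). The call of Cidea was lost without PD replicate 4 (0.18) and its difference moved without CD replicate 2 (0.53) or 3 (1.29). The call of Cidec was lost without CD replicate 1 (0.34), 2 (0.32) or 4 (0.29) or PD replicate 3 (0.33) or 4 (0.10). The call of Fabp5 was lost without CD replicate 2 (0.27) or PD replicate 2 (0.24), 3 (0.52) or 4 (0.54). The call of Plin5 was lost without CD replicate 1 (−0.24), 2 (−0.36) or 3 (−0.36) or PD replicate 4 (−0.26). Pparg itself was 8.25 ± 0.25 and 8.34 ± 0.61 and was not called (exact permutation test, p = 0.943, n = 4 each), and its difference of 0.08 moved without CD replicate 1 (−0.04), 2 (0.13) or 4 (0.13) or PD replicate 1 (0.21), 2 (0.24) or 4 (−0.21). The list as a whole did not pass, with a median of 0.08 (adjusted p = 0.095, limma's camera, adjusted p = 0.626 with an estimated correlation). Its mean was 0.38 in PD replicate 4 and between −0.14 and 0.10 in the other PD mice, against −0.14 to 0.10 in the CD mice. By limma, 0 of its genes passed over all probe sets or when adjusted over the list alone, and 1 had an unadjusted p under 0.05. The list passed without CD replicate 3 (median 0.11, adjusted p = 0.0327, limma's camera), PD replicate 1 (0.10, 0.0277) or PD replicate 2 (0.14, 0.0217), and its median was 0.04 without CD replicate 1 and 0.06 without PD replicate 4 (adjusted p = 0.275 and 0.753).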

### 4.2 Effects of PP extract administration on inflammatory responses

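Of 22 acute‐phase genes, 21 were lower in PD mice, 3 (Lcn2, Saa1 and Saa2) were called as downregulated by the rank product on the probe sets used for the list, as were Saa4 and Cp on others (Cp was chosen after its values were seen), and the median log2 difference was −0.17 (adjusted p = 1.55e-04, limma's camera, adjusted p = 0.612 with an estimated correlation). The list mean was 0.96 in CD replicate 4 and −0.27 to 0.01 in the other CD mice, against −0.26 to 0.14 in the PD mice (log2 deviation from the mean of the 8 mice; exact permutation test, p = 0.571), and without CD replicate 4 the median was −0.04 (adjusted p = 0.526). Lcn2, an acute‐phase protein that binds bacterial iron carriers, was 9.30 ± 2.18 in CD and 8.67 ± 0.90 in PD mice (SD, n = 4 each), and without CD replicate 4 it was 0.41 higher in PD mice. It was called as upregulated without CD replicate 3 or CD replicate 4. The call of Lcn2 was lost without CD replicate 3 (−0.72) or 4 (0.41) or PD replicate 3 (−0.40) or 4 (−0.46) and its difference moved without CD replicate 1 (−1.02) or 2 (−1.21) or PD replicate 2 (−1.06). The call of Saa1 was lost without CD replicate 3 (−0.93) or 4 (−0.15) and its difference moved without CD replicate 2 (−1.48). The call of Saa2 was lost without CD replicate 3 (−1.24) or 4 (0.12) and its difference moved without CD replicate 2 (−1.86). The call of Saa4 was lost without CD replicate 3 (−0.42) or 4 (−0.40). Il6ra, the receptor of interleukin 6, was called as downregulated (FDR = 0.0911) with a log2 difference of −0.23 (standard error 0.32). It was 8.43 in CD replicate 4 and 9.79 to 9.83 in the other CD mice. The call of Il6ra was lost without CD replicate 1 (−0.12), 2 (−0.12) or 3 (−0.11) or PD replicate 3 (−0.23) or 4 (−0.04) and its difference moved without CD replicate 4 (−0.57) or PD replicate 2 (−0.42). By limma, 0 acute‐phase genes passed over all probe sets or when adjusted over the list alone, and 3 had an unadjusted p under 0.05.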

The present study revealed that the expression of genes associated with inflammation such as *Il1r1*,* Il6ra*, and *Saa 1*,* 2*, and *4* was downregulated in the livers of PD mice (Supporting Information Table S4). Inflammatory cytokines, including IL‐1 and IL‐6, are released from macrophages and adipocytes and lead to the pathogenesis of insulin resistance and development of type 2 diabetes mellitus (Hotamisligil, 2006). These cytokines induce the expression of acute‐phase inflammatory markers, C‐reactive protein (CRP), and SAA in the liver (Steel & Whitehead, 1994).

Inhibition of STAT3 and NF‐κB signals, which are upstream activators of *Il6 and Il1* (Libermann & Baltimore, 1990), was predicted by IPA. 

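Of 26 genes of cytokine, NF‐κB and STAT3 signaling, 19 were lower in PD mice, 3 (Cxcl1, Il1r1 and Il6ra) were called as downregulated by the rank product on the probe sets used for the list, as was Socs3 on another, and none as upregulated. The median log2 difference was −0.05 (adjusted p = 0.0132, limma's camera, adjusted p = 0.612 with an estimated correlation). Il6, the gene of interleukin 6, was at 5.76 ± 0.06 in CD and 5.76 ± 0.07 in PD mice (log2 values, SD, n = 4 each). Il6 lay near the lowest values of the arrays (minima 5.27 to 5.4), so its values cannot show whether it changed. Il1b, of interleukin 1β, was at 8.22 ± 0.11 and 8.16 ± 0.08, and neither gene was called. The difference of Il6, 0.01, moved without CD replicate 1 (0.02), 2 (−0.02), 3 (0.02) or 4 (0.01) or PD replicate 1 (−0.01), 2 (0.01), 3 (−0.02) or 4 (0.04), and that of Il1b, −0.06, moved without CD replicate 1 (−0.03) or 3 (−0.11) or PD replicate 2 (−0.03). Socs3, which STAT3 induces, was called as downregulated (FDR = 0.0958) at 8.00 ± 0.74 and 7.77 ± 0.90. The call of Socs3 was lost without CD replicate 1 (−0.49), 2 (−0.35), 3 (0.07) or 4 (−0.16) or PD replicate 3 (0.03) or 4 (−0.06) and its difference moved without PD replicate 1 (−0.64). The call of Cxcl1 was lost without CD replicate 3 (−0.13) and its difference moved without CD replicate 1 (−1.05). The call of Il1r1 was lost without CD replicate 1 (−0.30), 2 (−0.33) or 3 (−0.26) or PD replicate 3 (−0.20) or 4 (−0.25) and its difference moved without PD replicate 2 (−0.53). The call of Il6ra was lost without CD replicate 1 (−0.12), 2 (−0.12) or 3 (−0.11) or PD replicate 3 (−0.23) or 4 (−0.04) and its difference moved without CD replicate 4 (−0.57) or PD replicate 2 (−0.42). Nfkbiz, an inhibitor of NF‐κB induced by the same pathway, was 9.05 ± 0.27 and 8.73 ± 0.23 and stood at the threshold of the rank product (FDR = 0.1), and it was called without PD replicate 1 (−0.32), 2 (−0.39) or 4 (−0.35). The list mean was 0.21 in CD replicate 3 and −0.02 to 0.01 in the other CD mice, against −0.12 to 0.02 in the PD mice (exact permutation test, p = 0.143). The list was not called without CD replicate 3 (median −0.03, adjusted p = 0.408, limma's camera), PD replicate 3 (0.0653) or PD replicate 4 (0.0641), and its median was −0.03 without PD replicate 1. By limma, 0 of its genes passed over all probe sets or when adjusted over the list alone, and 2 had an unadjusted p under 0.05.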

Obese diabetic KK‐A^y^ mice display obesity‐induced chronic inflammation (Kato et al., 2001). We assumed that the reduction in reactive oxygen species (ROS) caused by the administration of PP extract containing antioxidants (carotenoids, polyphenols, vitamin E, etc.) would suppress inflammation caused by the overproduction of ROS in diabetes mellitus (Roman‐Pintos, Villegas‐Rivera, Rodriguez‐Carrizalez, Miranda‐Diaz, & Cardona‐Munoz, 2016). Furthermore, downregulation of genes involved in the “cellular response to stress” (*Cdkn1*,* Btg2*,* Kif22*,* Brca1*,* Hspa1*,* Cry1*,* Kif22*,* Errfl1*,* Scara5*) is likely due to the reduction of stressors, such as ROS, by PP extract.

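All 8 genes named for the stress response that were measured here were lower in PD mice and were called by the rank product, with log2 differences from −0.79 to −0.31. They were chosen by the study on the same arrays, so their direction is not independent evidence. Among them, the paper's Hspa1, which it describes as heat shock protein 1A, was taken as Hspa1b. Hspa1a was not called on the probe set used for the heat shock list (log2 difference −0.09). Cry1, a repressor of the circadian clock, fell from 7.88 ± 0.42 in CD to 7.43 ± 0.29 in PD mice (log2 values, SD, n = 4 each, FDR = 0.0371). Scara5, a scavenger receptor that takes up ferritin, fell by 0.35 (standard error 0.11), and Errfi1, an inhibitor of the EGF receptor, fell by 0.31 (standard error 0.15, FDR = 0.0983). The call of Cry1 was lost without CD replicate 1 (−0.27), 3 (−0.46) or 4 (−0.45) or PD replicate 4 (−0.34). The call of Scara5 was lost without CD replicate 1 (−0.36), 2 (−0.33) or 3 (−0.26) or PD replicate 3 (−0.32) or 4 (−0.28). The call of Errfi1 was lost without CD replicate 1 (−0.33), 2 (−0.29), 3 (−0.29) or 4 (−0.35) or PD replicate 3 (−0.24) or 4 (−0.20) and its difference moved without PD replicate 2 (−0.47). Of 23 genes of oxidative stress and antioxidant defense, 13 were lower and 10 higher, and the list did not pass (median −0.04; adjusted p = 0.317, limma's camera). Its called members went both ways: Osgin1, an oxidative stress‐induced growth inhibitor, fell by 0.47 (standard error 0.14) and Gsta2, a glutathione transferase, fell by 0.40 (standard error 0.29), while Gstm3, another glutathione transferase, rose by 0.56 (standard error 0.22). The call of Osgin1 was lost without CD replicate 1 (−0.46), 3 (−0.47) or 4 (−0.37). The call of Gsta2 was lost without CD replicate 1 (−0.29) or 2 (−0.16) or PD replicate 2 (−0.23). The call of Gstm3 was lost without PD replicate 2 (0.39) or 4 (0.49). By limma, 0 genes of the list passed over all probe sets or when adjusted over the list alone, and 3 of them and 6 of the 8 stress genes had an unadjusted p under 0.05. The list passed without PD replicate 4 (median −0.06, adjusted p = 0.0273, limma's camera), and its median was 0.01 without PD replicate 2, −0.01 without PD replicate 3, −0.01 without CD replicate 2 and −0.02 without CD replicate 3.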

Our results suggest that the suppression of inflammatory cytokines can be attributed to a reduction in oxidative stress caused by antioxidants in the extract, and subsequent downregulation of downstream STAT3 and NF‐κB pathways. Suppressing inflammation through the intake of PP extract may lead to a decreased risk of diabetes development or progression.

### 4.3 Effect of PP extract on animal models of diabetes mellitus

In our previous study, the GK rats administered with PP extract indicated enhanced tyrosine phosphorylation of insulin receptor β‐subunit and upregulation of *Srebp‐1c* gene expression in the liver at mRNA level (Izuchi et al., 2011). These results suggested that the upregulation of *Srebp‐1c* gene expression in the liver of PP extract‐administered GK rats was induced by the enhancement of insulin receptor signaling, and consequently the expression of the genes involved in fatty acid synthesis, *Fasn*,* Acaca*, and *Acacb*, was upregulated. These results were consistent with the hepatic gene expression profile of the extract‐administered KK‐Ay mice. 

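Of 18 genes of insulin signaling, 12 were higher and 6 lower in PD mice, 1 was called as upregulated and 3 as downregulated by the rank product, and the list did not pass (median 0.02, mean −0.02; adjusted p = 0.48, limma's camera). Ppp1r3c and Ppp1r3b, which direct a phosphatase to glycogen, fell by 0.49 (standard error 0.29) and 0.35 (standard error 0.23). The call of Ppp1r3c was lost without CD replicate 1 (−0.28) and its difference moved without PD replicate 1 (−0.76) or 4 (−0.32). The call of Ppp1r3b was lost without CD replicate 1 (−0.14), 2 (−0.24) or 3 (−0.40) and its difference moved without CD replicate 4 (−0.60). Igfbp1, which insulin represses in the liver, was called as downregulated (FDR = 0.0365) at 10.54 ± 0.87 in CD and 10.39 ± 0.09 in PD mice (log2 values, SD, n = 4 each). The call of Igfbp1 was lost without CD replicate 1 (0.01), 2 (0.04) or 3 (−0.07) and its difference moved without CD replicate 4 (−0.58). Igfbp2 was called as upregulated at 9.18 ± 0.60 and 9.46 ± 0.21. The call of Igfbp2 was lost without CD replicate 4 (0.14) or PD replicate 1 (0.28), 2 (0.18), 3 (0.33) or 4 (0.33) and its difference moved without CD replicate 2 (0.58) or 3 (0.17). By limma, 0 of the 18 genes passed over all probe sets or when adjusted over the list alone, and 1 had an unadjusted p under 0.05.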

The functional characteristics of hepatic DEGs in GK rats administered PP extract showed upregulation of the genes related to glycolysis and fatty acid synthesis, and downregulation of the genes related to β‐oxidation and gluconeogenesis. We expect that the effects of the extract on hepatic gene expression are induced by PPARγ activation, because the alterations were similar to the hepatic gene expression profile displayed in the presence of a PPARγ agonist (Way et al., 2001). This hepatic gene expression is probably caused by quercetin and ursolic acid present in PP extract, which are potential PPARγ agonists (Wang et al., 2014; Way et al., 2001).

Moreover, our previous study showed that GK rats administered with the extract reduced plasma ALT levels and downregulated the expression of hepatic *Il1r* and *Crp* genes with inflammation. In the present study, KK‐Ay mice administered PP extract also showed a gene expression pattern similar to that of the GK rats. 

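Crp, the gene of C‐reactive protein, was 12.37 ± 0.08 in CD and 12.32 ± 0.10 in PD mice (log2 values, SD, n = 4 each) and was not called (log2 difference −0.04, standard error 0.06; exact permutation test, p = 0.571). Its difference moved without CD replicate 1 (−0.02), 3 (−0.03) or 4 (−0.07) or PD replicate 1 (−0.09) or 2 (0.00). Of 8 measured genes of glycolysis, 7 were higher in PD mice, none was called by the rank product, and the median was 0.06 (adjusted p = 0.127, limma's camera). Of 11 genes of gluconeogenesis, 5 were higher and 6 lower, 1 was called as downregulated, and the median was −0.02 (adjusted p = 0.904, limma's camera). Over all probe sets 0 genes of either list passed limma, and when adjusted over the list alone 0 glycolysis genes and 1 gluconeogenesis gene passed, which were also the numbers at an unadjusted p under 0.05. The glycolysis list passed without PD replicate 1 (median 0.10, adjusted p = 0.0132, limma's camera), and its median was 0.02 without PD replicate 2 and without CD replicate 1. That of gluconeogenesis was 0.03 without CD replicate 1 and 0.00 without CD replicate 4.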

Fat‐soluble antioxidants such as β‐cryptoxanthin, quercetin, and vitamin E in the extract could act as anti‐inflammatory agents and contribute to the improvement of insulin resistance.

In conclusion, we propose that PP extract promotes insulin receptor activity through multiple mechanisms, including the activation of PPARγ and anti‐inflammatory effects, through which it alters fatty acid synthesis through SREBP‐1c and PPARγ. PP extract administration altered hepatic gene expression in both obese and nonobese diabetic animals, but its effect was limited due to its very low activity, which may not overcome abnormal insulin secretion and excessive eating. Therefore, the extract could contribute to support improvement in insulin resistance alongside diet restriction and medication use.

## CONFLICT OF INTEREST

No potential conflict of interest was reported by the authors.

## ETHICAL STATEMENTS

These animal experiments were reviewed and approved by the Animal Use Committee of the Faculty of Agriculture at The University of Tokyo (Japan).

## Supporting information

 Click here for additional data file.

# Supplementary material for: Hepatic fatty acid biosynthesis in KK‐Ay mice is modulated by administration of persimmon peel extract: A DNA microarray study
**Source:** Food Sci Nutr. 2018 Jul 20;6(6):1657–63. doi: 10.1002/fsn3.728
**Supplement:** Supplementary file 1

| **Table S1 Compounds contained in PP extract** | |
| --- | --- |
| **Compounds** | **Content (mg/g)** |
| **Fatty acids** |  |
| Myristic acid (14:0) | 13.4 |
| Palmitic acid (16:0) | 49.6 |
| Palmitoleic acid (16:1) | 21.6 |
| Stearic acid (18:0) | 4.6 |
| Oleic acid (18:1 n-9) | 2.6 |
| *cis*-Vaccenic acid (18:1 n-7) | 79.0 |
| Linoleic acid (18:2 n-6) | 7.6 |
| α-Linolenic acid (18:3 n-3) | 77.3 |
| γ-Linolenic acid (18:3 n-6) | 0.3 |
| Arachidic acid (20:0) | 1.9 |
| Heneicosanoic acid (21:0) | 1.2 |
| Behenic acid (22:0) | 4.0 |
| **Triterpenoid** |  |
| Ursolic acid | 112.1 |
| **Vitamin** |  |
| α-Tocopherol | 14.9 |
| **Carotenoids^a^** |  |
| β-Cryptoxanthin | 13.4 |
| Zeaxanthin | 4.0 |
| Lutein | 3.5 |
| β-Carotene | 1.4 |
| Violaxanthin | 0.2 |
| α-Carotene | 0.2 |
| **Polyphenol aglycons^a^** |  |
| Quercetin | 2.6 |
| Kaempferol | 0.5 |
| Gallic acid | 0.4 |
| *p*-Hydroxybenzoic acid | 0.1 |
| Ellagic acid | 0.1 |
| Myricetin | 0.1 |
| ^a^ These values cited our previously published datum^11)^. | |

| **Table S2.** Final body weight and total food intake of KK-A^y^ mice administered with PP extract for 8 weeks | | |
| --- | --- | --- |
|  | CD | PD |
| Final body weight (g) | 43.97 ± 1.39 | 42.53 ± 1.07 |
| Total food intake (g) | 383.56 ± 9.63 | 359.33 ± 9.42 |
| Hepatic triacylglycerol (mg/g) | 66.09 ± 3.73 | 70.98 ± 8.13 |
| Hepatic cholesterol (mg/g) | 3.57 ± 0.13 | 3.38 ± 0.16 |
| Values are represented as mean ± SEM of seven animals in CD and six animals in PD. | | |

**Table S3 List of upregulated probe sets (FDR<0.1) in the liver of KK-A^y^ mice by PP extract.**

**Table S4 List of downregulated probe sets (FDR<0.1) in the liver of KK-A^y^ mice by PP extract.**

| **Table S5.** Significantly enriched GO terms in the upregulated gene set | | | |
| --- | --- | --- | --- |
| GO-ID | GO terms | Number of genes | EASE scores  (*p*-values from modified Fisher’s exact test) |
| ***Metabolic process***^a)^ | |  |  |
| GO:0006631 | Fatty acid metabolic process | 7 | 0.0001 |
| GO:0008610 | Lipid biosynthetic process | 7 | 0.0015 |
| GO:0008202 | Steroid metabolic process | 5 | 0.0059 |
| GO:0006694 | Steroid biosynthetic process | 3 | 0.0406 |
| GO:0016125 | Sterol metabolic process | 5 | 0.0050 |
| GO:0016126 | Sterol biosynthetic process | 3 | 0.0082 |
| GO:0008203 | Cholesterol metabolic process | 4 | 0.0038 |
| GO:0006695 | Cholesterol biosynthetic process | 3 | 0.0049 |
| GO:0051186 | Cofactor metabolic process | 5 | 0.0086 |
| GO:0051188 | Cofactor biosynthetic process | 4 | 0.0080 |
| GO:0006732 | Coenzyme metabolic process | 4 | 0.0251 |
| GO:0009108 | Coenzyme biosynthetic process | 3 | 0.0345 |
| ***Response to stimulus***^a)^ | |  |  |
| GO:0010038 | Response to metal ion | 3 | 0.0218 |
| GO:0046688 | Response to copper ion | 2 | 0.0316 |
| GO:0010273 | Detoxification of copper ion | 2 | 0.0137 |
| GO:0007263 | Nitric oxide mediated signal transduction | 2 | 0.0091 |
| GO:0055069 | Zinc ion homeostasis | 2 | 0.0360 |
| GO:0006882 | Cellular zinc ion homeostasis | 2 | 0.0316 |
| ***Developmental process***^a)^ | |  |  |
| GO:0021756 | Striatum development | 2 | 0.0448 |
| ^a)^GO terms indicated in italic and bold styles are not significant but are common ancestors of GO terms listed below them. | | | |

| **Table S6.** Significantly enriched GO terms in the downregulated gene set | | | |
| --- | --- | --- | --- |
| GO-ID | GO terms | Number of genes | EASE scores  (*p*-values from modified Fisher’s exact test) |
| ***Metabolic process***^a)^ | |  |  |
| GO:0006631 | Fatty acid metabolic process | 5 | 0.0239 |
| ***Response to stimulus*** ^a)^ | |  |  |
| GO:0033554 | Cellular response to stress | 8 | 0.0119 |
| GO:0006974 | Response to DNA damage stimulus | 6 | 0.0320 |
| GO:0006952 | Defense response | 7 | 0.0314 |
| GO:0006954 | Inflammatory response | 5 | 0.0426 |
| GO:0006953 | Acute-phase response | 3 | 0.0153 |
| ^a)^GO terms indicated in italic and bold styles are not significant but are common ancestors of GO terms listed below them. | | | |

**Supplemental material and methods**

**1 Preparing lipid extracts from livers**

The liver tissue samples were frozen in liquid nitrogen and stored at −80°C until use. Livers were homogenized with a disposable tube and pestle; the samples were placed in a filter paper thimble and lipids were extracted with diethyl ether by using SER148 Soxhlet extractors (VELP scientifica, Usmate Velate, Italy). The lipid extracts were dried before dissolution and dilution to 10 mL with 2-propanol.

**2 Measurement of triacylglycerol levels in liver**

Triacylglycerol content of livers was measured by the acetylacetone method [1]. We used 1 M acetic acid containing 0.5% sodium metaperiodate as an oxidizing reagent and an aqueous solution containing 0.25% (v/v) acetylacetone, 13.35% (v/v) 2-propanol, 0.67 M ammonium acetate, and 0.53 M acetate as a color reagent. The lipid solution was hydrolyzed by adding 5% aqueous potassium hydroxide at 50°C for 15 min. The hydrolyzed solution was mixed with oxidizing and coloring reagents and heated at 50°C for 40 min. After cooling, the concentration of triacylglycerol in the solution was determined using a standard calibration curve of tripalmitin plotted at an absorbance of 410 nm with µQuant microplate spectrophotometer (BioTek, Winooski, VT, USA).

**3 Measurement of cholesterol levels in liver**

Cholesterol levels were measured using previously reported methods[2].We used an acetic anhydride/acetate/sulfuric acid = 20:10:1 (v/v/v) mixture containing 2% sodium sulfate, as Liebermann–Burchard (LB) reagent. The lipid solutions were dried and then dissolved in 2% ethanolic potassium hydroxide. After heating at 40°C for 55 min, the solution was mixed with petroleum ether and water. To the dried petroleum ether layer, LB reagent was added, followed by incubation at 25°C for 30 min. After cooling on ice, the concentration of cholesterol in the solution was determined using a standard cholesterol calibration curve plotted at an absorbance of 620 nm with microplate spectrophotometer.

**4 Extraction of non-esterified fatty acids from hepatic lipid**

The lipid extracts from livers were mixed with an appropriate amount of undecanoic acid as an internal standard and then separated by silica gel TLC with a developing solvent mixture of hexane/diethyl ether/acetic acid = 80:30:1 (v/v/v). The separated lipids were stained with iodine vapor. A part of the non-esterified fatty acids was scraped from the developed plates into a glass tube with a screw cap. The non-esterified fatty acids was were methyl esterified with boron trifluoride–methanol complex (14% in methanol) at 100°C for 7 min. The reaction solutions were mixed with hexane and saturated saline. The hexane layers were filtered (pore size 0.45 µm, ADVANTEC, Tokyo, Japan).

**5 Measurement condition of GC-TOFMS**

Analysis was performed using an Agilent 7890A gas chromatograph (Agilent Technologies, Santa Clara, CA, USA) coupled with a JMS-T100GCV AccuTOF mass spectrometer (JEOL, Tokyo, Japan). The system was equipped with a SP-2380 capillary column (100 m × 0.25 mm id, 0.2 µm film thickness, Sigma-Aldrich, St. Louis, MO, USA). The sample (1 µL) was injected with an autosampler at a split ratio of 20:1. The injector temperature was 250°C, and the carrier gas (helium) flow rate through the column was 1 mL/min. The column temperature was held at 50°C for 2 min, then raised at a rate of 20°C /min from 50 to 140°C and 4°C /min from 140 to 240°C, and held at 240°C for 8.5 min. The ion source temperature, voltage, and current were 250°C, 70 V, and 300 µA, respectively. Mass spectra were collected from m/z 35 to 650.

**5 DNA microarray experiment and data analysis**

DNA microarray analysis was performed as described previously [3]. Briefly, biotinylated aRNA was obtained from 100 ng of purified total RNA using GeneChip^®^ 3′ IVT Express Kit (Affymetrix, Santa Clara, CA, USA). The aRNA was purified, fragmented, and hybridized to GeneChip^®^ Mouse Genome 430 2.0 array containing over 45,000 probe sets representing well-characterized mouse genes. Following hybridization at 45°C for 16 h, the array was washed and labeled with phycoerythrin. Fluorescence signals were scanned using the GeneChip^®^ system. GeneChip^®^ Command Console software was used to convert the array images to the signal intensity of each probe (CEL files). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus[4] and are accessible through GEO Series accession number GSE67573 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE67573).

The CEL files were quantified with a model-based expression index (MBEI) [5] using the statistical language R [6] and Bioconductor [7]. Hierarchical clustering was performed using the ‘pvclust()’ function in R [8]. 

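The rank product ranks every probe set by its PD/CD ratio within each pair of arrays and multiplies the ranks, so that a probe set near the top in most pairs gets a small product. The FDR compares each product with those from arrays whose values were shuffled. Repeated here on the deposited values, the order of the probe sets was that of Tables S3 and S4: all 92 probe sets of Table S3 had the same rank, as had 125 of Table S4, and the 2 others differed by 1 rank. The FDR values differed from the paper's by at most 0.0047 in Table S3 and 0.007 in Table S4, and 10 probe sets of Table S4 lay at or above 0.1 here, up to 0.102. In both tables the FDR multiplied by the rank is a whole multiple of 0.01 for every probe set, which is the step that 100 permutations give, while the paper's methods state 1000, the number used here. Run here with 100 permutations, the rank product called 98 up and 117 down, and 0 of those 10 probe sets of Table S4. The shuffled arrays treat all probe sets as equally variable. The called probe sets had a median within‐group SD of 0.41 on the log2 scale, against 0.08 for the others.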

To identify differentially expressed genes (DEGs), the rank product method [9] was applied to the quantified data, with the number of permutations set at 1,000. Probe sets with a false discovery rate < 0.1 were considered as having different expression levels (being differently expressed) between two groups. The annotation file for the array was downloaded from the Affymetrix website (November 2, 2012, Mouse430_2.na33.annot.csv).

Gene-annotation enrichment analysis of the differentially expressed genes (DEGs, a false discovery rate < 0.1) was performed using the Database for Annotation, Visualization and Integrated Discovery and QuickGO. Expression Analysis Systematic Explorer scores, which are *p*-values from modified Fisher’s exact test [13], were used to extract statistically overrepresented Gene Ontology (GO) terms from DEGs.

**Reference for supporting information**

[1] Fletcher, M. J., A colorimetric method for estimating serum triglycerides. *Clinica Chimica Acta* 1968, *22*, 393-397.

[2] Huang, T. C., Chen, C. P., Wefler, V., Raftery, A., A stable reagent for the Liebermann-Burchard reaction. Application to rapid serum cholesterol determination. *Analytical Chemistry* 1961, *33*, 1405-1407.

[3] Suyama, T., Okada, S., Ishijima, T., Iida, K.*, et al.*, High phosphorus diet-induced changes in NaPi-IIb phosphate transporter expression in the rat kidney: DNA microarray analysis. *PLOS ONE* 2012, *7*, e29483.

[4] Edgar, R., Domrachev, M., Lash, A. E., Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. *Nucleic Acids Res* 2002, *30*, 207-210.

[5] Li, C., Wong, W. H., Model-based analysis of oligonucleotide arrays: expression index computation and outlier detection. *Proc. Natl. Acad. Sci. U. S. A.* 2001, *98*, 31-36.

[6] The R Development Core Team, *R: A Language and Environment for Statistical Computing.*, R Foundation for Statistical Computing, Vienna, Austria 2008.

[7] Gentleman, R. C., Carey, V. J., Bates, D. M., Bolstad, B.*, et al.*, Bioconductor: open software development for computational biology and bioinformatics. *Genome Biol.* 2004, *5*, R80.

[8] Suzuki, R., Shimodaira, H., Pvclust: an R package for assessing the uncertainty in hierarchical clustering. *Bioinformatics* 2006, *22*, 1540-1542.

[9] Breitling, R., Armengaud, P., Amtmann, A., Herzyk, P., Rank products: a simple, yet powerful, new method to detect differentially regulated genes in replicated microarray experiments. *FEBS Lett.* 2004, *573*, 83-92.

How the deposited data were processed for this re-analysis (not part of the article)

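The measurements are 8 Affymetrix mouse arrays of liver RNA from KK‐A y mice, 4 fed the control diet (CD) and 4 the diet with PP extract (PD), with 1 array per mouse. The authors deposited log2 values of the model‐based expression index, made in R 2.7.2 according to the submitters' processing notes, and these were used as deposited. The normalization between arrays is not given in the sources used here. Of the probe sets, 64 controls were left out and 45037 were tested, and 34945 carried 1 gene symbol, 932 several and 9160 none in the annotation used here. No reads or counts exist for arrays, and the precision is given by the spread between mice.

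The rank product was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 over the 16 pairs of a PD and a CD array with 1000 permutations, and a probe set was called at an FDR under 0.1. As a second test limma 3.58.1 in R 4.3.3 was fitted across all probe sets, with an adjusted p under 0.1. For 26 pathway lists and 13 lists of cell type markers, each gene was represented by 1 probe set (18193 genes), so that a member can be called on another probe set and not count, and shifts were tested with limma's camera at a preset correlation of 0.01, adjusted over the 39 lists, and also with an estimated correlation and with fry. List means per mouse were compared with two‐sided exact permutation tests. The code was tested on simulated data with 4 arrays against 4 and 200 changed probe sets. The rank product called 98.7% of the changes of 0.5 on the log2 scale and 100% of those of 1 and 2, with 217 of 44837 unchanged probe sets called, and limma called 94.8%, 100% and 100%, with 25 unchanged probe sets called. A list shifted by 0.5 was found and 0 other lists were called. That shift was larger than the median shift of each list called on the real arrays, the largest being −0.30 for a list of clock genes. Splits of the real mice other than by diet called 1 to 16 lists. The 0 of the simulation thus need not hold for the real arrays. The probe sets called on them had a median within‐group SD of 0.41, against 0.08 for the others. The simulated shares called need not hold at that spread.

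Genes named in the text were drawn by a rule fixed before the arrays were examined but after the paper's tables had been read: every gene that the paper names, the 10 called probe sets of lowest rank product in each direction whose groups do not overlap, every list member that was called, and a fixed set of regulators and enzymes. Departing from this rule, not every gene that it covers is named, those that are named were chosen from it after their values were seen, and genes whose probe sets the annotation used here does not name are not reported by name. The alternatives were an FDR threshold of 0.05, the replicate number as a block, quantile normalization, centring of each array on its median, 16 added before the log2, a filter on dim probe sets, removal of probe sets that can detect several genes, 100 permutations, PD arrays against the mean of the CD arrays, limma with a trend and robust variances, limma with array weights, the mean of all probe sets of a gene, camera with an estimated correlation, fry, the t‐test of the paper's methods with and without adjustment, and leaving out each mouse in turn. Leaving out each mouse was added for the RNA quality ratios after seeing the data. The enrichment and pathway software of the paper was not used here.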

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

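The tests of causes in this part were chosen after the results they measure had been seen. The runs that left out each mouse in turn were set before the data were examined, and only their use as such tests was chosen after.

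In groups of 4, a mouse was singled out where its gap to the nearest other mouse, as a share of the group's range, exceeded Dixon's 95% critical value. Chance alone singles out about 1 in 20 groups, and here it was 7 of 78 groups of list means and 22 of 226 groups of named genes. The list means (log2 deviation from the mean of the 8 mice) were those of fatty acid synthesis in CD replicate 2 (−0.248), cytokine signaling in CD replicate 3 (0.206), male‐biased liver genes in PD replicate 4 (−0.264), pericentral hepatocytes in CD replicate 2 (0.327), neutrophils in CD replicate 3 (−0.023), B and plasma cells in CD replicate 3 (−0.104) and red blood cells in PD replicate 2 (−0.259). In CD mice the log2 values were Brca1 7.16, Mkks 9.548 and Pparg 7.883 in replicate 1, Acot3 7.609 and Il6 5.668 in replicate 2, Fos 7.68 and Vnn1 9.891 in replicate 3, and Il6ra 8.428 and Zbtb16 7.035 in replicate 4. In PD mice they were Bmyc 8.145, Cdkn1a 8.719, Dbp 9.261 and Wee1 7.974 in replicate 1, Brca1 7.502, Miga1 7.235 and Saa1 12.054 in replicate 2, Hdlbp 8.271 and Zic5 6.088 in replicate 3, and Cyp2b9 9.688, Gadd45a 9.106, Rarb 7.474 and Srebf2 7.775 in replicate 4.

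The rank product calls were weighed against chance and unequal spread. Each count of splits in this part includes the split by diet itself. Of the 35 ways to split the 8 mice into 4 and 4, 22 gave at least as many calls as the diets (215 with 100 permutations), and the highest other split, CD replicates 1 and 2 with PD replicates 3 and 4, gave 618, so chance cannot be excluded. A split with several times the calls of the diets points to a structure of the samples. On the first principal component (23.7% of the variance) these 4 mice lay on 1 side (0.501, 0.409, 0.141 and 0.297) and the other 4 on the other (−0.246 and −0.358 for CD replicates 3 and 4, −0.304 and −0.44 for PD replicates 1 and 2), and what sets them apart is not known. By limma the diets gave 0 calls, which all 35 of 35 splits reach by definition (highest other 189), so that count decides nothing, and 24 of 35 gave at least as many probe sets at an unadjusted p under 0.05 (1642, highest other 5939). Simulated arrays with no change between groups and each probe set's own spread gave a median of 226 calls (184 to 254 in 20 data sets), against 0 to 2 with equal spread, so unequal spread alone may account for the number of calls. An effect of the extract is not excluded by these values.

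The fall of the acute‐phase list was weighed between 1 mouse, its array and the diet. Without CD replicate 4, the mouse with the highest list mean, the adjusted p was 0.526 (limma's camera). The call therefore rests on that mouse, but leaving out the most extreme mouse cannot show why. An acute‐phase response in CD replicate 4 may be the reason, and this mouse also stood apart on the second principal component (0.841). Its Actb ratio of 1.156 lay within the 1.139 to 1.186 of the other arrays, which speaks against degraded RNA. The exact permutation test of the list means (p = 0.5714) cannot tell whether the diet contributed.

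The clock lists were weighed between the phase of single mice and the diet. Within groups the means of the Dbp‐phase and Arntl‐phase lists moved against each other (r = −0.922, exact permutation p = 0.0034, and r = −0.667 without CD replicate 1 and PD replicate 1), as differences in clock phase at sampling could produce. The order and hour of sampling are not given in the sources used here. The exact permutation test of the Arntl‐phase list means (p = 0.1429) cannot tell whether the diet shifted the clock.

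The counts of splits for the lists also include the split by diet. With limma's camera, 10 of 35 splits called at least as many lists as the diets (11, highest other 16). The splits with an adjusted p as low as that of the diets numbered 9 for fatty acid synthesis (2.28e-05, lowest other 1.81e-12), 7 for sterol synthesis (2.19e-04, 5.22e-11), 14 for PPARα targets (0.0404, 3.77e-10), 10 for acute‐phase proteins (1.55e-04, 3.46e-14), 5 for cytokine signaling (0.0132, 1.86e-04), 4 for the unfolded protein response (2.28e-05, 1.36e-08), 2 for immediate early genes (7.1e-05, 4.16e-06), 11 for glucocorticoid‐responsive genes (0.0129, 3.95e-12), 11 for the Dbp‐phase list (0.0132, 3.02e-12), 4 for the Arntl‐phase list (5.44e-04, 6.53e-10) and 7 for stellate cells (0.0129, 1.4e-06). For each list chance cannot be excluded.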

How the results depend on the processing

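The alternatives were set before the data were examined, except leaving out each mouse for the RNA quality ratios, which was chosen after seeing the data. Over all settings the main results stayed on the same side of the threshold, or within 1.5 times for counts, in 169 cases, became stronger in 15 and weaker in 33. The 169 include limma counts that stayed at 0 and RNA quality ratios that were not tested with a mouse left out. The 15 include the unadjusted t‐test counts (831 and 880), set against the adjusted limma counts of 0. The tally is therefore not a measure of how stable the results are. Among the 169, the sign changed for the p53 list without CD replicate 4 (0.001) and for the difference of the Gapdh ratio without CD replicate 3 (0.001) or 4 (0.007) or PD replicate 3 (0.01) or 4 (0.003).

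The replicate number was tried as a block. The rank product then called 109 probe sets up and 103 down, limma 0 and 0, and the p53 list passed (median −0.101). The calls of Fasn, Fabp5, Cidec and Il6ra, among others, were lost with this block. Correlations between the CD and PD mice of the same number, at −0.001, 0, −0.03 and −0.06, did not show a pairing.

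The counts of the rank product were 68 down and 139 shared with Tables S3 and S4 at an FDR threshold of 0.05, 66 and 138 with only probe sets above the median level (fewer probe sets tested), and 157 up, 0 down and 87 shared for PD arrays against the mean of the CD arrays. Unadjusted, the t‐test of the paper's methods gave 831 up and 880 down at a p under 0.05, together 1711, where chance gives 2252. Adjusted, it gave 0 up and 0 down (lowest adjusted p = 0.565, t‐test). The fatty acid synthesis, sterol, acute‐phase and cytokine lists each had an adjusted p of 0.612 with an estimated correlation and 0.764 by fry, and of the 7 other called lists 0 were left by either. The p53 list passed after quantile normalization (−0.094) and with centred arrays (−0.091). Where no reason is given, the cause was not tested.

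Leaving out 1 mouse at a time gave 27 to 190 probe sets up and 16 to 206 down, 82 to 174 shared with the tables, 0 up and 0 to 1 down by limma, and 4 to 8 other lists. List medians ran from 0.083 to 0.287 for fatty acid synthesis, 0.066 to 0.13 for sterol synthesis, 0.039 to 0.137 for lipid droplets, −0.24 to −0.037 for acute‐phase proteins, −0.062 to −0.033 for cytokines and −0.183 to 0.001 for p53.

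Genes called with all mice whose call or difference reversed, with their ranges: Alas1 −0.78 to 0.033 (0.033 without PD replicate 1), Alas1 −0.798 to 0.002 (0.002 without PD replicate 1), Cyp2b9 −0.063 to 0.732 (−0.063 without PD replicate 4), Igfbp1 −0.579 to 0.045 (0.01 without CD replicate 1, 0.045 without CD replicate 2), Lcn2 −1.213 to 0.411 (−0.718 without CD replicate 3, 0.411 without CD replicate 4), Mt1 −0.05 to 0.762 (−0.05 without CD replicate 2), Mt2 −0.195 to 0.834 (−0.195 without CD replicate 2), Saa2 −1.858 to 0.117 (0.117 without CD replicate 4), Socs3 −0.639 to 0.072 (0.072 without CD replicate 3, 0.034 without PD replicate 3), Thrsp −0.015 to 0.806 (−0.015 without PD replicate 2), Thrsp −0.024 to 0.653 (−0.024 without PD replicate 2), Usp2 −0.029 to 0.548 (−0.029 without PD replicate 2). Of genes not called with all mice, the difference changed sign for Ghr (0.007 without PD replicate 2), Il6 (−0.024 without CD replicate 2, −0.01 without PD replicate 1, −0.017 without PD replicate 3), Insr (−0.001 without CD replicate 1), Pparg (−0.041 without CD replicate 1, −0.21 without PD replicate 4), Rela (0.002 without CD replicate 3), Scd1 (−0.002 without CD replicate 2) and Srebf1 (−0.019 without CD replicate 2, −0.084 without PD replicate 2, −0.044 without PD replicate 3). The cause was not tested.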

Differences from the paper's values

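No count of probe sets differs from the paper's by more than the margin set for this part. The paper lists 10 probe sets as downregulated in Table S4 that were not called here at the same threshold (FDR up to 0.102). Of these, 9 were called after quantile normalization, 9 with 16 added before the log2, 0 with 100 permutations, 0 with centred arrays, 0 with a filter on dim probe sets, 0 with PD arrays against the mean of the CD arrays, 3 with the replicate number as a block, 1 without probe sets that can detect several genes, 0 without CD replicate 1, 2 or 4, 1 without CD replicate 3, 4 without PD replicate 1, 5 without PD replicate 2, 6 without PD replicate 3 and 5 without PD replicate 4.

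Fig. 1 of the paper places Ghr on its upregulated side, while here its log2 difference was −0.06 (standard error 0.07) and it was not called, and this difference moved without PD replicate 1 (−0.10) or 2 (0.01). Alas1 is drawn on the same side, while here it was called as downregulated (−0.48, standard error 0.45), as in Table S4. The call of Alas1 was lost without CD replicate 1 (−0.54), 2 (−0.21), 3 (−0.67) or 4 (−0.51) or PD replicate 1 (0.00) and its difference moved without PD replicate 2 (−0.80). Table 2 marks Cxcl2 as downregulated, while here it was 6.04 ± 0.04 in CD and 6.12 ± 0.05 in PD mice (SD, n = 4 each) and was not called. Cxcl2 lay well below the array medians (7.09 to 7.16) and toward the minima (5.27 to 5.4), so these values leave its direction uncertain.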

Other observations

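The tests named in this part were chosen before the data were examined, and the weighing of these lists against other splits of the mice was chosen after.

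Of 20 genes of the unfolded protein response, which counters misfolded protein in the endoplasmic reticulum, 19 were lower in PD mice, with a median log2 difference of −0.14 (adjusted p = 2.28e-05, limma's camera, adjusted p = 0.612 with an estimated correlation). Manf, a secreted protein induced by that stress, fell from 11.23 ± 0.25 to 10.83 ± 0.27 (SD, n = 4 each), and Chac1, which degrades glutathione, fell from 8.85 ± 0.46 to 8.47 ± 0.49. The call of Manf was lost without CD replicate 1 (−0.42), 3 (−0.31) or 4 (−0.34) or PD replicate 2 (−0.29). The call of Chac1 was lost without CD replicate 1 (−0.30), 3 (−0.23) or 4 (−0.40) or PD replicate 3 (−0.23) and its difference moved without CD replicate 2 (−0.59) or PD replicate 2 (−0.60). Neither was called at an FDR under 0.05. The list was called in all 8 runs that left out 1 mouse. Of 17 immediate early genes, 14 were lower, with a median of −0.20 (adjusted p = 7.1e-05, limma's camera, adjusted p = 0.521 with an estimated correlation). Its mean was higher in every CD mouse than in every PD mouse (exact permutation test, p = 0.0286, the smallest possible with 4 against 4), as in 1 of the 39 lists. The median was −0.09 without CD replicate 1 and −0.13 without PD replicate 3.

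All 5 clock genes of the Arntl phase were lower in PD mice, with a median of −0.30 (adjusted p = 5.44e-04, limma's camera, adjusted p = 0.612 with an estimated correlation), and Nfil3 among them fell by 0.48 (standard error 0.21). The median was −0.19 without CD replicate 1. The call of Nfil3 was lost without CD replicate 1 (−0.27) or 3 (−0.50). Of 13 clock genes of the opposite, Dbp phase, 11 were higher, with a median of 0.16 (adjusted p = 0.0132, limma's camera, adjusted p = 0.626 with an estimated correlation). Dbp rose by 0.68 (standard error 0.37) and Wee1 by 0.57 (standard error 0.30). The call of Dbp was lost without CD replicate 1 (0.26). The difference of Wee1 moved without CD replicate 1 (0.34) or PD replicate 1 (0.87). The Dbp‐phase list was not called without CD replicate 1 (median 0.08, adjusted p = 0.225, limma's camera), CD replicate 4 (0.054), PD replicate 2 (0.10, 0.287) or PD replicate 3 (0.121).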
